A study of Ovis aries with 18 samples. Its data were reported in "Comparison of Gene Expression by Sheep and Human Blood Stimulated with the TLR4 Agonists Lipopolysaccharide and Monophosphoryl Lipid A" (2015).

How the data were processed

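Whole blood of 6 sheep was measured on 18 arrays, 1 array for each animal under each of 3 treatments. The treatments were phosphate-buffered saline (PBS, the control), lipopolysaccharide (LPS, an agonist of the receptor TLR4 from Gram-negative bacteria) and monophosphoryl lipid A (MPLA, a related agonist made from LPS). Per the labels, the amounts were 1 µg of LPS and 10 µg of MPLA, and blood was incubated for 90 minutes. Agonist and amount therefore cannot be told apart in any comparison of MPLA with LPS. The human arm of the study was not analysed here.

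The authors deposited the scanner output of each array, a 1-colour Agilent sheep design with 15008 non-control probes, of which 50 had 5 spots each. The deposited intensity used here is the background-subtracted processed signal of the Feature Extraction software. The authors also deposited a table of ratios, in which each probe's signal is divided by a number close to the array's 75th percentile. That scale is not stated in the labels and was worked out here by setting the table against the scanner intensities of the same array.

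Spots of a probe were averaged, and log2 of the processed signal minus the array's 75th percentile over non-control probes was used. Probes were tested when the scanner software marked them as well above background in all 6 arrays of at least 1 treatment, which left 4122 probes. No probe was saturated on any array. Each pair of treatments was compared with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided), with animal as a fixed block, on the 12 arrays of the 2 treatments. Probes were called at a Benjamini-Hochberg adjusted p under 0.05. Animals are named in the sample titles, so arrays of one animal are paired. Deviations from the treatment means correlated at 0.59 on average between arrays of one animal, and the lowest of the 18 same-animal correlations was 0.13.

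Where a probe was not well above background on any array of a treatment, the change is given as "at least N-fold". This bound sets the mean of the brighter treatment against the mean of, per array, the higher of the lowest signal among probes well above background and the probe's own signal, on the normalized log2 scale.

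Probe names came from RefSeq accessions in the array's annotation, matched to the gene table of the sheep assembly ARS-UI_Ramb_v3.0, which was used for names only. Of the 2200 probes that carried such an accession, 1265 matched a symbol. The study's own table named 7 more, giving 949 names for 1272 probes. Among the tested probes, 446 had a name. Other probes are given by their array identifier.

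Gene lists were written before the data were examined. A list's change in an animal was the mean over its genes, with each gene given by its tested probe of highest mean signal. The mean over the 6 animals was tested with an exact two-sided sign-flip test over the 64 sign patterns, whose smallest p is 0.031. Of 45 inflammatory genes 18 were named on the array and 12 were tested, and of 33 interferon-response genes 7 were named and 3 were tested. The genes of the interferon list are not reported singly here. The study list holds the 16 genes of the study's sheep table, of which 14 were tested. That list was chosen by the study on these same arrays, and 11 of its 16 genes, 9 of the tested ones, are also on the inflammatory list. The TLR4 pathway, T cell and monocyte lists had 2 tested genes each. The erythroid and housekeeping lists had 1 each. The B cell, neutrophil and platelet lists had 0 tested genes and gave no value.

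Named genes followed a rule fixed before the data were examined. For each agonist, up to 10 genes with the largest rise and up to 5 with the largest fall were taken among called probes that moved the same way in all 6 animals. For MPLA against LPS, the 5 probes of smallest p were taken, since fewer than 5 were called. Genes of the lists could also be named.

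The model was tested on simulated arrays of 4122 probes with 200 changed probes. With independent noise, 95.0% of the changed probes were called for LPS against PBS, 93.5% for MPLA against PBS and 92.5% for MPLA against LPS. Unchanged probes made up 5.0%, 2.6% and 3.6% of the calls. With noise that kept the correlation between probes, 94.0%, 96.0% and 98.0% were called. Every simulated change was larger than the difference between MPLA and LPS seen for IL6 or for the inflammatory list. Recovery of changes that small was therefore not tested.

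Alternatives fixed before the data were examined covered normalization, background correction, the authors' table, the filter on dim probes, the block, the slide, the test, low values, flagged spots, each animal left out, and the summary of the lists. Background correction by normexp with an offset of 50 was planned on the mean spot signal and was run on the median spot signal instead. A further 7 alternatives were chosen after seeing the data. They are a covariate for the percent of probes detected, a covariate for array brightness, array weights, cyclic loess, and 3 forms of the methods' t-test. The number of arrays limits the precision of every value. Files do not state which of the amplification kits mentioned in the labels was used for which sample.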

Results

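Expression was measured in whole blood of 6 sheep, each under PBS, LPS and MPLA, to compare the response of sheep blood to 2 agonists of TLR4. Each treatment had 6 arrays, 1 per animal. The arrays differed in brightness. The 75th percentile of the processed signal ranged from 24.8 on the PBS array of animal 170 to 124.2 on the PBS array of animal 71Y. The percent of probes well above background ranged from 23.9% on that array of animal 170 to 45.1% on the PBS array of animal 20. The arrays lay on 3 slides. All 3 arrays of an animal shared a slide except in animal 170, whose MPLA array was on another slide than its PBS and LPS arrays.

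**Figure D1:**
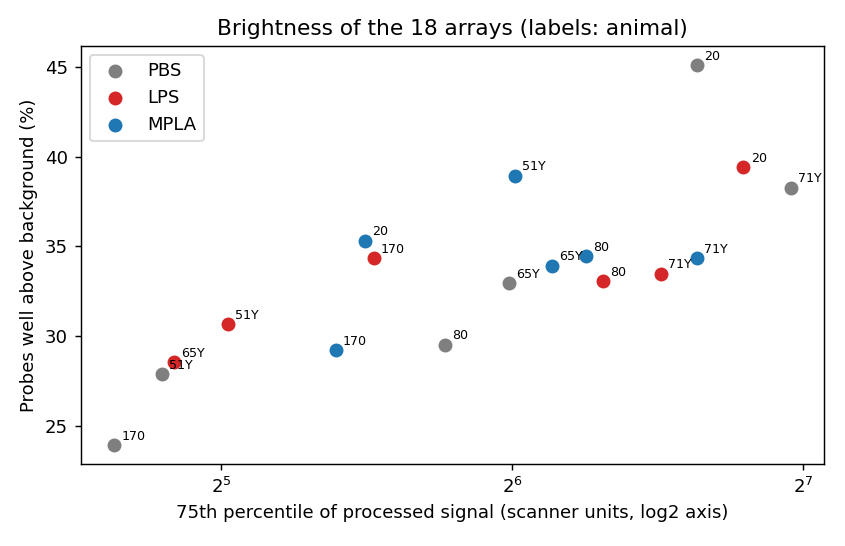
Each point is 1 of the 18 arrays, with the 75th percentile of the processed signal in scanner units on a log2 horizontal axis, the percent of probes well above background on the vertical axis, and colour for the treatment. The MPLA arrays lie between 42.0 and 99.3 on the horizontal axis, inside the range of the PBS arrays, and the PBS array of animal 170 is lowest on both axes at 24.8 and 23.9%.

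The first comparison asked which probes changed with LPS relative to PBS in the same animals. Of 4122 tested probes, limma called 37, of which 33 were higher and 4 were lower with LPS. All 37 moved the same way in all 6 animals. At an unadjusted p under 0.05 there were 156 probes, against 206.1 expected if no probe had changed. The count was most reduced by normexp background correction, which called 2 probes. Of the 37 probes, 20 carried a name, for 15 genes.

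The largest named rise with LPS was that of LOC101104661, at a log2 change of 5.55 ± 0.75 (SD, n = 6, limma adjusted p 6.5e-06). The unnamed probe A_70_P003541 rose by 5.78 ± 0.80 (SD, n = 6, limma adjusted p 6.5e-06). IL6, IL1A and CSF2 were not well above background on any PBS array. With LPS, IL6 was at least 5.45-fold higher, IL1A at least 6.42-fold higher and CSF2 at least 2.35-fold higher. CSF2 was well above background on 4 of the 6 LPS arrays, and its limma adjusted p of 0.045 passed the threshold narrowly. IL10 rose by 3.08 ± 0.61 on the log2 scale (limma adjusted p 0.00013), from a level detected on all 6 PBS arrays. Rises of NFKBIZ (2.61), PTGS2 (2.63), CXCL1 (2.59), IL1B (2.53), CLEC4E (2.36), SOD2 (2.35) and TNF (1.42) on the log2 scale were also called. CXCL16 was well above background on 1 of 6 PBS arrays, so its fitted log2 change of 2.18 (limma adjusted p 0.039) is uncertain. It lost its call under 17 of its 25 alternatives, floored values among them, and was lowest with normexp, at 0.49. CSF2 lost its call under 14 of 25. PPARG was lower with LPS, at a log2 change of -1.12 ± 0.31 (SD, n = 6, limma adjusted p 0.0085), in 6 of 6 animals, and lost its call under 7 of 26 alternatives, among them leaving out animal 20 or 80.

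For the second comparison, of MPLA with PBS, limma called 41 probes, with 31 higher and 10 lower. All 41 moved the same way in all 6 animals, and 286 probes had an unadjusted p under 0.05. This count depended on 1 animal, since 284 probes were called without animal 20. LOC101104661 was 32.0-fold higher than in PBS, with an SD over 6 animals of 0.70 on the log2 scale (limma adjusted p 3.5e-06). IL1A was at least 7.89-fold higher than in PBS, IL6 at least 3.17-fold and CSF2 at least 3.73-fold. IL10 rose by 3.60 ± 0.83 (SD, n = 6, limma adjusted p 0.00011). INHBA was 2.84-fold higher, with an SD over 6 animals of 0.72 on the log2 scale (limma adjusted p 0.016), and was well above background on 2 of 6 PBS arrays. It was no longer called under 15 of its 25 alternatives. PTGS2 rose by 1.76 and did not pass the threshold (limma adjusted p 0.052), although it was higher in 6 of 6 animals and was called under 16 of its 26 alternatives. PPARG was lower at -1.21 ± 0.41 (SD, n = 6, limma adjusted p 0.0084). The unnamed probe A_70_P017136 had the largest fall, at -2.11 ± 0.69 (SD, n = 6, limma adjusted p 0.0015).

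**Figure D2:**
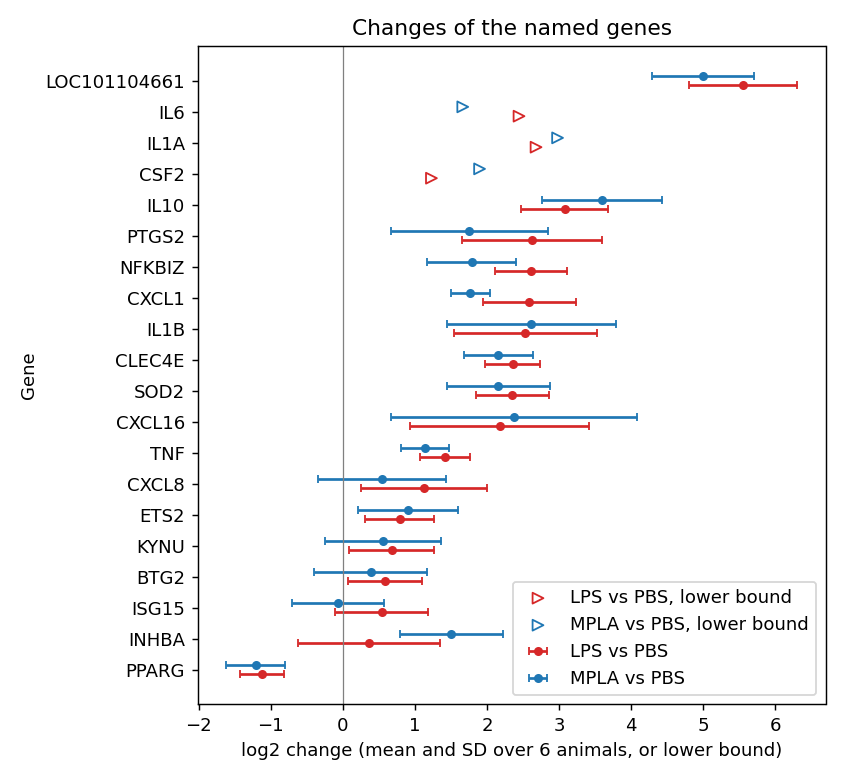
Log2 changes of the named genes with LPS (red) and MPLA (blue) relative to PBS, as the mean and SD over 6 animals, with open triangles for lower bounds where no PBS array was well above background. LOC101104661 is highest, at 5.55 with LPS, and PPARG is the one gene below 0 with both agonists by more than its SD.

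PTX3, a gene of the study list, was not tested because its 2 probes were well above background on at most 5 of 6 arrays of a treatment. When probes detected in 4 of 6 arrays of a treatment were tested, the PTX3 probes were at least 1.78-fold and at least 1.20-fold higher with LPS (limma adjusted p 0.0091 and 0.031), and neither was called with MPLA (limma adjusted p 0.32 and 0.68). NFKBIA was not tested for the same reason, and with that filter it was not called. BTG2, ETS2, CXCL8 and KYNU were tested and not called for either agonist. Their log2 changes with LPS were 0.58, 0.79, 1.12 and 0.68. Without animal 170, ETS2 (0.93), CXCL8 (1.38) and KYNU (0.88) were called with LPS. The 2 probes of CXCL8 had similar changes with LPS, 1.12 and 1.14. Of the 2 probes of INHBA, 1 was tested.

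The third comparison set MPLA directly against LPS in the same animals, at amounts that differed between the agonists. With limma, 2 probes were called, both lower with MPLA, and 190 had an unadjusted p under 0.05 against 206.1 expected. These were the unnamed probes A_70_P031861, at a log2 difference of -1.42 ± 0.12 (SD, n = 6, limma adjusted p 0.017), and A_70_P015971, at -1.32 ± 0.27 (SD, n = 6, limma adjusted p 0.034). Without animal 71Y, 51Y, 80 or 65Y in turn, 0 probes were called. Without animal 20, 18 were called. Adjusted over the list alone, 5 genes of the inflammatory list were called, all lower with MPLA: IL6, CXCL8, CXCL1, PTGS2 and NFKBIZ. Over all tested probes 0 of these passed. Of the 12 tested genes of that list, 4 were higher with MPLA, and 0 of those were called. They were IL10, CSF2, IL1A and IL1B, at log2 differences of 0.52, 0.67, 0.30 and 0.09. IL6 was lower with MPLA in 6 of 6 animals, at a log2 difference of -0.78 ± 0.45 (SD, n = 6, limma adjusted p 0.81 over all probes). INHBA was higher with MPLA than with LPS in 5 of 6 animals, by 1.14 ± 1.09 (SD, n = 6, limma adjusted p 0.84 over all probes). It was well above background on 3 of 6 LPS arrays, so this difference is uncertain. Adjusted over the study list alone, 5 genes were called, of which INHBA was higher with MPLA and IL6, CXCL8, PTGS2 and NFKBIZ were lower. The study chose that list on these arrays.

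Of the called probes, 29 were called for both agonists in the same direction and 0 in opposite directions. LPS alone accounted for 8 and MPLA alone for 12. Of these 20 probes, 12 differed between MPLA and LPS at an adjusted p under 0.05 when limma's p was adjusted over the 20 alone. The 20 were chosen on the same arrays, so this is not an independent test. Across the 4122 tested probes the effects of LPS and MPLA correlated with a Pearson r of 0.70 and a Spearman rho of 0.38. Without the 49 probes called for either agonist r was 0.41, and among those 49, which were chosen on these arrays, it was 0.94. Probes are not independent replicates, and both effects share the PBS arrays. In 100 simulations of unchanged treatments against these PBS arrays the median r was 0.56, and 27 reached the observed value. With the PBS arrays split between the agonists, the mean r over 20 splits was 0.40, with a range from -0.18 to 0.77. Among the called probes that mean was 0.90. The overlap of 29 stood against a median of 0 in the same simulations, though the highest was 1124.

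**Figure D3:**
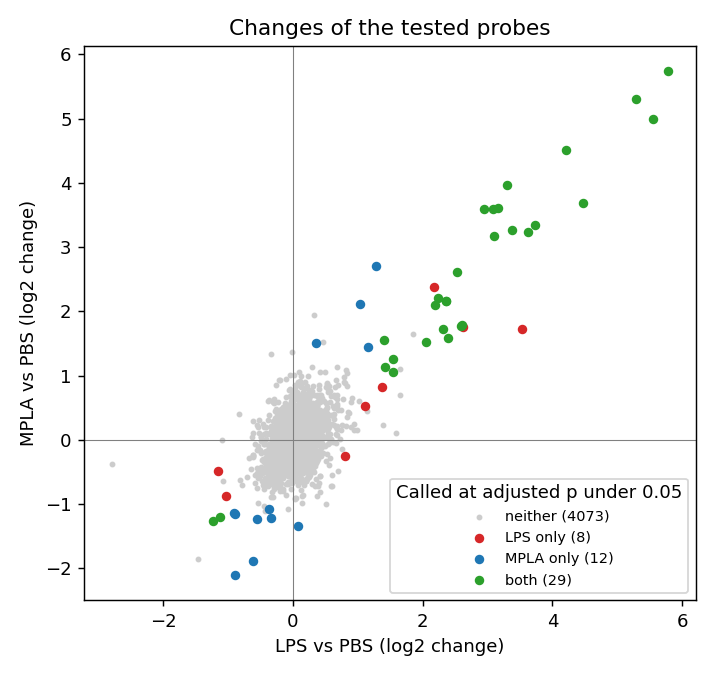
Each point is 1 of the 4122 tested probes, with its fitted log2 change with LPS on the horizontal axis and with MPLA on the vertical axis, coloured by the comparisons that called it. The 29 probes called for both agonists lie in the upper right or lower left, and fitted changes of probes not well above background in PBS are plotted although only a bound is measured.

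The inflammatory list rose with LPS in 6 of 6 animals, by a mean log2 change of 2.72 ± 0.46 (SD, n = 6, exact sign-flip p 0.031, the smallest the test can give). It rose with MPLA in 6 of 6 animals, by 2.47 ± 0.36 (SD, n = 6, exact sign-flip p 0.031). With values floored at the lowest detected signal of each array these means were 2.26 and 2.01. Adjusted over the list alone 12 of its 12 genes were called with LPS and 11 with MPLA, and over all tested probes 11 and 10. MPLA minus LPS was -0.25 ± 0.25 (SD, n = 6, exact sign-flip p 0.094), lower in 5 of 6 animals. That count depended on the processing. The list was lower in 4 of 6 animals under quantile normalization (-0.20, exact sign-flip p 0.38) and on the authors' table (-0.25, exact sign-flip p 0.22). Without a filter it was lower in 3 of 6 (-0.20, exact sign-flip p 0.38), and with floored values in 5 of 6. Under normexp MPLA minus LPS was 0.16, where the median of all tested probes moved from -0.08 to 0.21. The study list gave 2.02 ± 0.26 with LPS and 1.86 ± 0.25 with MPLA (SD, n = 6, exact sign-flip p 0.031 for each), and 1.64 and 1.46 with floored values. Adjusted over the list alone 13 of its 14 genes were called with LPS and 11 with MPLA, which is not independent evidence because the study chose the list on these arrays. Its difference between MPLA and LPS was -0.16 ± 0.22 (SD, n = 6, exact sign-flip p 0.16).

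The interferon list, with 3 tested genes, changed by a mean of 0.18 ± 0.18 with LPS (SD, n = 6, exact sign-flip p 0.063) and 0.11 ± 0.22 with MPLA (SD, n = 6, exact sign-flip p 0.22). MPLA minus LPS was -0.07 ± 0.26 (SD, n = 6, exact sign-flip p 0.53), with a median over the genes of 0.06 on the other side of 0. Adjusted over the list alone, 1 of its 3 genes was called there, lower with MPLA, while 2 were higher and not called. Over all tested probes 0 were called. In the family of 9 list tests, the 4 with an exact p of 0.031 had a Benjamini-Hochberg adjusted p of 0.070, so 0 of the 9 passed 0.05 after adjustment. With limma's fry test, the rises of the inflammatory and study lists with both agonists had an adjusted p of 2.4e-05. With camera those 4 rises were also called, and they held with an estimated correlation (adjusted p 0.00039 for each). For the inflammatory list in MPLA against LPS, the adjusted p was 0.020 with fry, 0.032 with camera and 0.11 with camera's estimated correlation. For the study list there it was 0.0046 with fry, 0.11 with camera and 0.18 with the estimated correlation. Fry also called the rise of the interferon list with LPS (adjusted p 0.048), which camera did not (0.32).

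**Figure D4:**
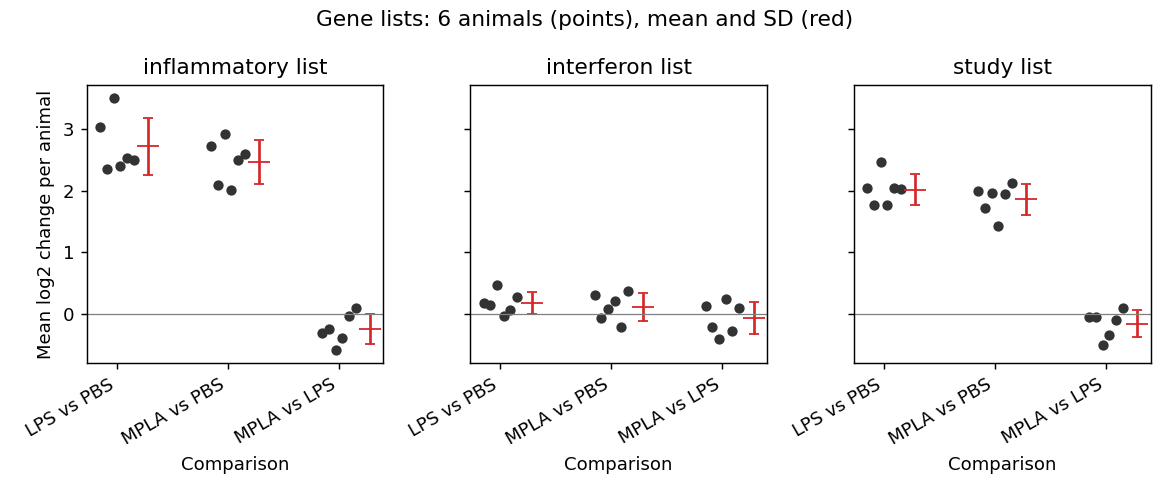
Mean log2 change of each gene list in each of the 6 animals (points) for the 3 comparisons, with the mean and SD over animals in red. The inflammatory list lies between 2.35 and 3.51 in the 6 animals with LPS, and the interferon list lies near 0 in all 3 comparisons.

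The monocyte list, LYZ and CD14, was lower with LPS by a log2 change of -0.22 ± 0.16 (SD, n = 6, exact sign-flip p 0.031) and with MPLA by -0.32 ± 0.26 (SD, n = 6, exact sign-flip p 0.031), in 6 of 6 animals each. In the family of 15 tests of these further lists the adjusted p of both was 0.23. The T cell list, CD3D and CD3E, changed by -0.06 ± 0.19 with LPS and 0.02 ± 0.14 with MPLA. HBB, the erythroid gene, changed by 0.08 ± 0.44 and -0.23 ± 0.73. GAPDH changed by -0.11 ± 0.25 and 0.22 ± 0.54. The TLR4 pathway genes CD14 and IRAK4 changed by -0.14 ± 0.29 and -0.21 ± 0.26. These later values are also means and SDs over 6 animals, and each spread was wider than its mean.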

Values the study reported

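The study counted 4,992 sheep probes as detected. It reported 175 sheep probes that passed its criteria in at least 1 of its comparisons. Among them it placed 43 probes in the group shared by LPS and MPLA. Those found with LPS alone numbered 42, and those with MPLA alone 53. The study's mean ratio for TNF was 2.79 with LPS and 2.29 with MPLA. Its mean ratio for NFKBIZ was 6.35 with LPS and 3.58 with MPLA. For IL-6 in MPLA against LPS it gave a mean ratio of 0.58 with a P-value of 3.50E-01.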

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

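The tests of the divisor and of animal 170 were chosen after the results were seen. Of 106 groups of 6 values examined, 10 held a value set apart from the others by more than Dixon's 95% critical value allows. Chance sets apart about 1 in 20 groups, so several of the 10 are expected.

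In the authors' table, 2 arrays sat on another scale. On 16 arrays the divisor was between 0.98 and 1.00 of the array's 75th percentile. It was 0.790 on the LPS array of animal 170 and 0.793 on the MPLA array of animal 80. Values on these arrays are therefore about 1.26-fold to 1.27-fold higher in the table than the 75th percentile would give. The table's own 75th percentile shows this shift (1.27 and 1.26, against 1.01 on most other arrays). Only bright probes were used to work out the divisor. Among them scanner value over table value was constant on each array, since its 99th percentile exceeded its 1st by at most 0.154%. A different divisor in the authors' normalization accounts for this, and a change in single probes does not. Why the divisor differed stays open, and no biological explanation was tested.

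The E1A spike-in probes, which match no sheep gene and were near 0 on most arrays, had a median signal of 11.7 on the LPS array of animal 170 and 5.95 on the PBS array of animal 20. The other LPS arrays lay between -1.15 and 0.75, and the other PBS arrays between -2.05 and -0.47. Neither array was the brightest of its treatment by the 75th percentile, but each had the highest median signal of its treatment. That median was 11.55 on the LPS array of animal 170, against 4.63 to 8.46 on the other LPS arrays. On the PBS array of animal 20 it was 12.17, against 4.03 to 11.95 on the other PBS arrays. Whether spike-in RNA or a raised background accounts for these values was not tested, and no biological explanation was tested.

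Animal 170 was also apart in GAPDH with LPS, at a log2 change of 0.36 against -0.29 to -0.07 in the others, and in A_70_P035666 with LPS, at -2.30 against -1.25 to -0.72. Its LPS against PBS changes had the widest spread of the 6 animals, with a median absolute deviation of 0.78. Its PBS and LPS arrays share a slide, and this spread exceeded that of its comparisons across slides by 0.101, which argues against the slide. Its MPLA against LPS spread, which leaves out the dim PBS array, was 0.509 and within the range of the other animals. That leaves a dim PBS array as a candidate cause. In animal 51Y the PBS array was nearly as dim (75th percentile 27.8 against 24.8). Its LPS against PBS spread was 0.246, but its LPS array was dim as well (32.5). Its MPLA array was brighter (64.5), and its MPLA against PBS spread was 0.524, within the range of the other animals. Animal 51Y therefore does not settle whether a dim PBS array widens the spread. The cause in animal 170 stays open, and a response particular to animal 170 was not tested.

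Animal 20 was apart in 3 values beside that of its spike-in probes. GAPDH in MPLA against LPS was -0.45 there and between 0.41 and 0.67 in the others. INHBA in MPLA against PBS was 0.11 there and between 1.42 and 2.06 in the others. KYNU in MPLA against PBS was 2.10 there and between -0.11 and 0.66 in the others. Animal 80 was apart in A_70_P058706 with MPLA, at 4.96 against 2.74 to 3.22. Without animal 20, 284 probes were called in MPLA against PBS in place of 41. No test separated a difference between arrays from a difference between animals in their response, and both stay open.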

How the results depend on the processing

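The tests with array weights, cyclic loess, the 2 covariates and the 3 further forms of the methods' t-test were chosen after seeing the data. All other alternatives were fixed before. The inflammatory list kept its rise with both agonists under every alternative run on all 6 animals. The rise ranged from 1.54 (normexp) to 2.78 (quantile normalization) with LPS and from 1.69 to 2.58 with MPLA. Its unadjusted p also stayed under 0.05. For the exact test this adds little, since its p is at its smallest whenever all 6 animals rise. The adjusted exact p in the main analysis was 0.070.

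Counts in this paragraph are for LPS against PBS, MPLA against PBS and MPLA against LPS, in that order. The methods' t-test at its threshold gave 71, 92 and 52 probes, with 44 called for both agonists and 5 called for 1 agonist only that differed directly. After Benjamini-Hochberg it gave 10, 14 and 1, with 6 and 4. On the authors' table with the filter of 4 of 6 arrays it gave 96, 115 and 67, with 49 and 6, and with that filter on the values scaled here 87, 124 and 75, with 47 and 5. On the authors' table with that filter, its unpaired form on the changes from PBS gave 39 for MPLA against LPS. Array weights gave 101, 1693 and 2094, with 68 and 1228. Of the 1693, 560 were higher and 1133 lower, against 31 and 10 without weights. The weight of animal 65Y was 9.31 and that of animal 20 was 0.234, so 1 animal carried most of the weight.

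Normexp gave 2 probes for LPS against PBS, 2 higher and 0 lower, and 0 for MPLA against LPS, with 2 called for both and 1 that differed directly. For MPLA against PBS normexp still called 32, of which 29 were among the 41 of the main analysis. It moved the median of all probes for LPS against PBS from -0.01 to -0.17 and for MPLA against LPS from -0.08 to 0.21. The correlation of effects was 0.46. In MPLA against LPS the inflammatory, interferon and study lists became 0.16, 0.20 and 0.20, close to that shift. The interferon list with LPS became -0.031 and the study list with LPS 1.06 (exact sign-flip p 0.063). The cause was not tested otherwise.

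Probes detected on all 18 arrays gave 22 for LPS against PBS and 19 called for both, from 3236 probes in place of 4122. The inflammatory list then held 9 genes in place of 12, without IL1A, CSF2 and IL6, and the study list 10 in place of 14, without INHBA, IL1A, CXCL16 and IL6. Their means in MPLA against LPS were -0.35 and -0.31, lower in 6 of 6 animals (exact sign-flip p 0.031). The filter needs detection in PBS and so removes induced genes, and these values do not bear on the full lists. Without a filter, 24 probes were called for MPLA against PBS, 0 for MPLA against LPS and 4 that differed directly, over 15008 probes. The interferon list, with 7 genes in place of 3, was then -0.018 with LPS and -0.13 with MPLA. With 4 of 6 arrays, and 4 genes, it was -0.00045 and -0.079, and 1 probe was called for MPLA against LPS. Under cyclic loess that count was also 1, and the interferon list in MPLA against LPS was 0.017. On the authors' table the interferon list with LPS was 0.24 (exact sign-flip p 0.031). The percent of probes detected as a covariate gave 61 for LPS against PBS and 6 for MPLA against LPS. INHBA with LPS, not called, was -0.20 with floored values and -0.016 with array weights. By fry, p was 0.037 for the interferon list with LPS, and in MPLA against LPS 0.013 for the inflammatory and 0.0025 for the study list. Camera gave 0.018 for the inflammatory list there. Except where stated, the causes of these changes were not tested.

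Without the replicate block that pairs arrays by animal, 29, 29 and 0 probes were called, and among named genes IL1B and INHBA with MPLA, CXCL16 with LPS and PPARG with both lost their call. With a random replicate block the counts were 42, 47 and 2, and with all 18 arrays in one fit 42, 42 and 3. Slide as a block gave 26, 36 and 3. In LPS against PBS it took the place of animal, since every animal lay on 1 slide there. In the comparisons with MPLA it was fitted beside animal. Animal 170 alone lay on 2 slides, so that fit amounts to leaving this animal out, which also gave 36 and 3, and does not test slide in the other animals.

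Leaving out each animal in turn gave 27 to 53 probes for LPS against PBS, 35 to 284 for MPLA against PBS and 0 to 18 for MPLA against LPS. It gave 24 to 29 called for both and 6 to 164 that differed directly. The highest counts for MPLA came without animal 20 and the highest for LPS without animal 170. The inflammatory list ranged from 2.56 to 2.80 with LPS, from 2.38 to 2.57 with MPLA and from -0.32 to -0.18 between them. The correlation of effects ranged from 0.56 to 0.81. With 5 animals the smallest exact p is 0.063, so no list test can pass there. Of 15008 probes 4122 were well above background often enough to be tested, and testing all 15008 gave 27, 24 and 0 calls.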

Other observations

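The tests of brightness, of treatment in the component and of the unpaired form were chosen after the results were seen, as were array weights and the brightness covariate as alternatives.

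Chance was weighed by swapping labels within animals, which keeps every pair parted. For LPS against PBS, 1 of 32 swaps, the real one, gave as many calls as the 37 seen. That is the smallest share 32 swaps can give, and it is under 0.05, so chance can be excluded at that level and no further. Of 100 simulations of unchanged treatments 3 also reached 37 calls for LPS against PBS, and the highest had 1473. For MPLA against PBS 3 of 32 did, and for MPLA against LPS 3 of 32 did, so chance cannot be excluded for these counts. In MPLA against PBS one of these swaps put the dimmer array of every animal in one group and called 1071 probes. Another swapped animal 20 alone and called 852. In MPLA against LPS, swapping animal 20 alone called 322 probes, and swapping animals 20 and 170 called 1808. With array brightness as a covariate MPLA against PBS had 50 calls. Among 100 of the 462 splits that ignore the pairing, 98 could be fitted, and 1, 3 and 3 of them gave as many calls in the 3 comparisons. For LPS against PBS that split was not the real one and called 1138 probes. This concerns the counts, not the size of single changes such as that of IL1A.

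The component with the largest share of the variance between arrays, 40.1%, differed between animals, which took 60.0% of it, and went with array brightness. Its Pearson r with log2 of the 75th percentile was -0.59 and its Spearman rho -0.57 over 18 arrays (permutation p 0.00029 and 0.00019, within animals), and r was -0.57 without the 2 arrays farthest from the median. Within animals r was -0.825. Treatment took 7.15% of the component, which argues against treatment as its source. This is consistent with dim arrays losing low signals, although the same 75th percentile scales the values. Treatment took 75.9% of the component ranked 5, which held 5.8% of the variance.

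Under array weights, 1 of 32 swaps, the real one, gave as many as 1693 calls in MPLA against PBS. This is the smallest share 32 swaps can give, another swap reached 1485, and 1 animal carried most of the weight, so the size of the count may rest on that animal.

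A shift in the cell types sampled is a possible explanation for the rise of the inflammatory list. The T cell, monocyte and erythroid lists moved by at most 0.965 on the log2 scale, mean and SD together, while the inflammatory list rose by 2.72 with LPS. The monocyte list was put into this test in place of the B cell and neutrophil lists, which had 0 tested genes. Monocyte genes fell, although the fall did not pass after adjustment (exact sign-flip test, adjusted p 0.23 with each agonist). These values argue against a shift among the T cells, monocytes and erythroid cells, on 1 or 2 genes each. They do so only if the agonists left the expression of these genes per cell unchanged, which was not tested. A change in neutrophils or B cells stays open.

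A weaker response to MPLA was examined as a hypothesis. The inflammatory list in MPLA minus LPS was -0.248 on average, lower in 5 of 6 animals, which the exact test did not separate from 0. Under quantile normalization and on the authors' table it was lower in 4 of 6 animals. Of its 12 tested genes, 4 were higher with MPLA. On the other side, fry (adjusted p 0.020) and camera (0.032) called the list lower. The interferon list, examined as kept relative to the inflammatory list, exceeded it by 0.179 ± 0.317 (SD, n = 6, exact sign-flip p 0.28), above 0 in 5 of 6 animals. Of the 3 tested interferon genes, 1 was called lower with MPLA when adjusted over that list alone, and 2 were higher and not called. Neither hypothesis was settled, and the amounts of the agonists differed.

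Of the 20 probes called for 1 agonist only, 12 differed directly. Simulated arrays with one common effect of both agonists gave a median of 0 such probes, but 5 of 100 simulations gave 12 or more. By the criterion set beforehand, of 5 in 100, selection on the same arrays remains a possible explanation.

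The deposited table allows a look at how the study counted. With the methods' t-test on that table and 4 of 6 arrays, 196 probes passed in any comparison when MPLA against LPS was paired by animal. With an unpaired form for that comparison, which compares the changes from each animal's PBS array without pairing, 177 passed. Leaving out probes that passed MPLA against LPS, 41 of these were for LPS only, 54 for MPLA only and 43 for both agonists, against 39, 50 and 40 with the paired form. For IL6 in MPLA against LPS the paired form gave p 0.0021 and the unpaired form 0.33, at a ratio of 0.58 in each. The unpaired counts are nearer the values quoted from the study above. The paper, however, describes its test as paired. An unpaired test of the changes from PBS would depart from that description. It is a hypothesis found and tested on the same table, and which form the study used stays open. An unpaired test of the levels themselves was not run.

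The p for IL6 in MPLA against LPS was 0.0021 with pairing. That is lower than the value quoted from the study above. The probes called for LPS only numbered 8 here. That is lower than the value quoted from the study above. The probes called for MPLA only numbered 12 here. That is lower than the value quoted from the study above. The thresholds differ, since calls here used an adjusted p. The probes called for either agonist numbered 49 here. That is lower than the value quoted from the study above, which also counts MPLA against LPS.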
